A study of Glycine max with 108 samples.

How the data were processed

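RNA-seq libraries of soybean (Glycine max, cultivar Magellan) came from leaves and flowers of plants 31 days old, with 5 to 7 plants pooled per sample. The labels name 18 treatments per tissue with 3 replicates each, 108 samples in 36 groups. The treatments were a control, 5 single stresses (15 mM salinity, acidity at pH 4, water deficit with irrigation at 30% of the water that could be transpired, phosphate reduced by 90%, and 300 µM cadmium), every pair, triple and the 4-stress combination of salinity, acidity, water deficit and low phosphate, and a 5-stress combination that added cadmium. The control and the combinations of those 4 stresses form a complete factorial of 16 treatments. The labels give the pH and the phosphate reduction only where that stress was applied alone, so the same levels in the combinations are assumed. Groups were taken from the sample labels.

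The deposited values, 1 table per tissue, are FPKM (mapped fragments scaled by transcript length and by library size), as computed by the authors before they deposited them. No aligner, counting tool, genome build or annotation is stated per the labels' protocols or the file headers. Each table listed 57147 features, of which 55897 had an ID of the GLYMA form and 1250 an ID of the ENSRNA form. The files do not pair IDs with gene names. None of the IDs matched the RefSeq gene table at hand for the assembly named Glycine_max_v4.0 (0 matches), so genes are given by ID, without names or positions, and the keyword gene sets planned before the data were examined were not tested.

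Before any test, the columns of each group were compared with each other. In 4 of the 108 columns the values equalled the arithmetic mean of the 2 other columns of the group, at no fewer than 99.998% of the genes above 0. They were leaf control replicate 3, flower acidity replicate 1, flower water deficit replicate 1 and flower 4-stress combination replicate 1. In the other 104 columns at most 0.426% of the genes equalled that mean. The 4 columns were treated as averages, not as libraries, and left out, which gave 53 leaf and 51 flower libraries and n = 2 in those 4 groups. This departs from the plan made before the data were examined, which counted 3 libraries in every group. The fit with the averaged columns counted as libraries was added as an alternative after the data were seen. No 2 libraries of a tissue held identical values.

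FPKM values are not counts, and the total number of reads per library is unknown. The smallest values of rarely detected genes rise in whole-read steps, and the modal ratio of these steps between libraries gave each library's relative depth over 7941 leaf and 7731 flower features. With those depths, 70.6% of low values in leaf and 75.8% in flower fell within 0.1 of a whole number of reads, where 20% would by chance. Absolute depth, counting intervals and detection floors were not computed.

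Features with a mean of at least 1 FPKM over the libraries of a tissue were tested, 28678 in leaf and 33792 in flower. Changes are on the log2(FPKM + 1) scale, which understates the change of low genes. limma (version 3.58.1, R 4.3.3) was fitted to all groups of a tissue, or to the 16 groups of the factorial for main effects and interactions, with empirical Bayes moderation (trend and robust), and calls had a Benjamini-Hochberg adjusted p under 0.05. A main effect is the mean difference between the 8 treatments with and the 8 without a stress, and an interaction is the difference of that effect with and without a second stress, both averaged over the remaining stresses. Effects of leaf and flower were compared in 1 model over both tissues as the difference of the effects within each tissue, for the 27337 features tested in both. Expression levels were never compared between the tissues. Response size was the root mean square log2 difference from control over the tested features, and its correlation with the number of stresses was tested by two-sided permutation with 100000 resamples. The tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

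The fits were tested on simulated data with the means and residual spread of 27337 features, in which 200 seeded genes were changed by 2 on the log2 scale. In 14 such tests, between 73% and 100% of the changed genes were called, and at most 7.62% of the calls were unchanged genes. The lowest recovery was for the departure of the 4-stress combination from the sum of 4 effects. With no change simulated, at most 1 gene was called in any of 60 contrasts.

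Genes named in the text were fixed by a rule written before the data were examined. With no table of names, these are the 2 largest rises and the 2 largest falls in the 4-stress combination against control in each tissue, among genes with an adjusted p under 0.05 whose treated values all lay on 1 side of the control values. A feature listed at exactly 0 in an FPKM table can be a failed estimate, and 466 features in leaf and 622 in flower were at 0 in at least 1 library while the median of their libraries above 0 was at least 10 FPKM. Among them, 449 in leaf and 620 in flower had a library at 0 and a library of at least 10 FPKM inside the same group. For named features that switch in this way the values of single libraries are given, with no mean or fold change.

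The alternatives were a pseudocount of 0.1, no filter on low values, scaling of each library to the median ratio of its tissue, the replicate number as a block, fits of only the 2 groups compared, and leaving out replicates in turn. The replicate numbers used for the block are those of the sample titles. Added after the data were seen were the averaged columns counted as libraries, the exclusion of features that switch between 0 and high values, a response size with the replicate variance subtracted, and median-ratio scaling for the directions of the cadmium changes shared by the tissues or by both cadmium comparisons.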

Results

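Transcript levels were measured by RNA-seq in leaves and flowers of soybean plants grown under 5 abiotic stresses alone and in combination, to ask how the response changes as stresses are combined. Salinity, acidity, water deficit and low phosphate were applied in every combination, and cadmium was applied alone and on top of the other 4. After 4 averaged columns were set aside, 53 leaf and 51 flower libraries remained, with 3 libraries in 32 groups and 2 in the leaf control and in the flower acidity, water deficit and 4-stress groups. Because the leaf control had n = 2, every leaf comparison with control rested on 2 control libraries.

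The FPKM values of a library summed to between 617269 and 713376 in leaf and between 611857 and 680482 in flower. The number of features above 0 ranged from 37691 to 40489 per leaf library and from 38673 to 43702 per flower library. The relative depth, with 1 as the median of the tissue, ranged from 0.868 to 1.23 in leaf and from 0.895 to 1.202 in flower. The 2 leaf control libraries had relative depths of 1.15 and 1.23, the latter the highest among leaf libraries. Libraries of the same group correlated with a median Pearson r of 0.969 across genes in leaf and 0.960 in flower. Between groups the median was 0.927 in leaf and 0.949 in flower, so treatments were farther apart, relative to replicates, in leaves than in flowers. These are correlations across genes, which are not independent replicates.

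Each treatment was first compared with the control of the same tissue. Among single stresses in leaves, limma called 11903 of 28678 genes for salinity (41.5%), 6905 for water deficit, 3499 for acidity and 1095 for low phosphate at an adjusted p under 0.05. Cadmium alone changed 13542 genes, of which 5172 were higher and 8370 lower. Low phosphate gave 74 higher and 1021 lower genes. In flowers the corresponding counts, of 33792 genes tested, were 1528 for salinity, 2691 for water deficit, 2259 for acidity, 1132 for low phosphate and 10210 for cadmium, of which 6369 were higher. The count that moved most with the processing was that of low phosphate in flowers, which was 15 when only the low phosphate and control libraries were fitted.

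**Figure D1:**
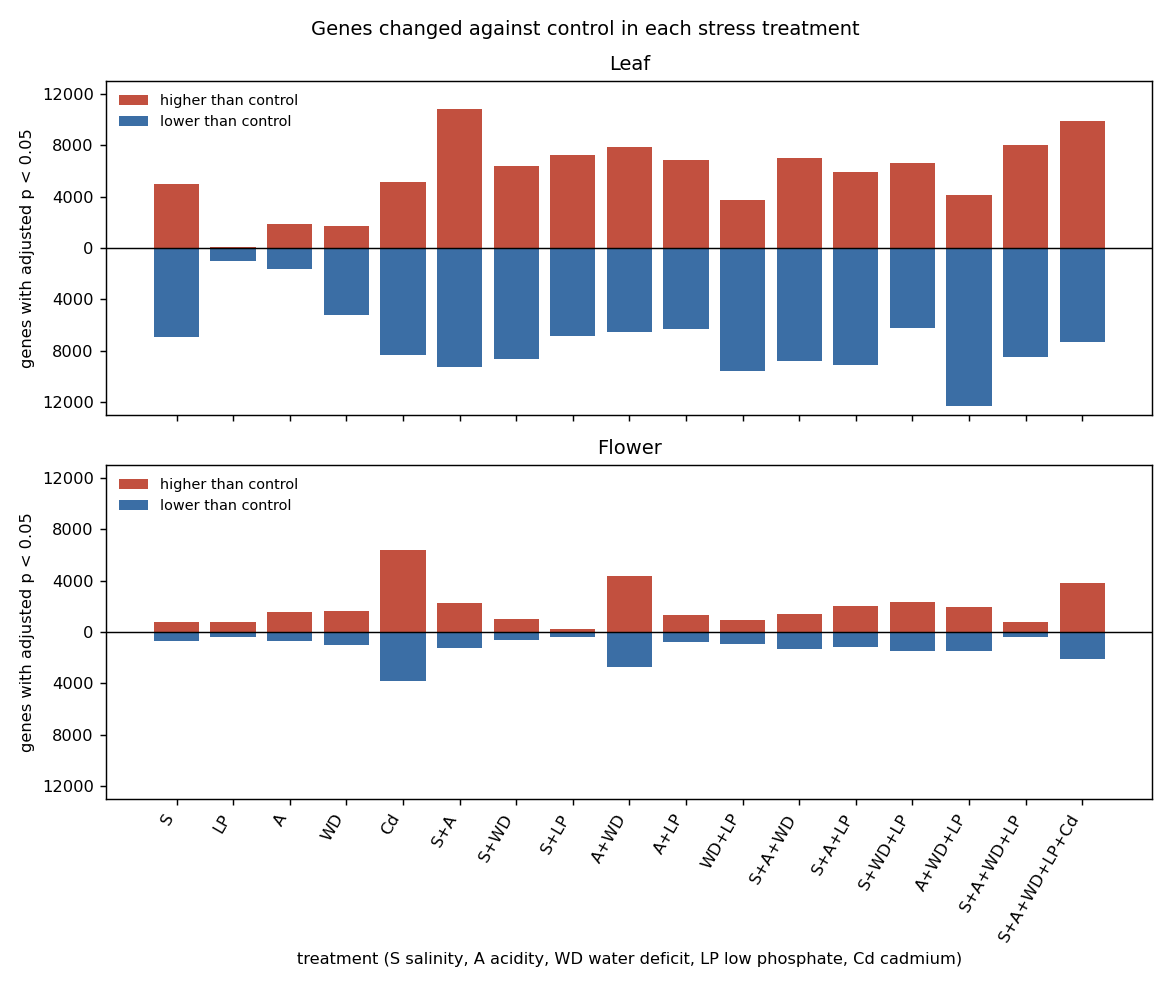
Number of genes with an adjusted p under 0.05 in each of 17 stress treatments against control, in leaf (upper panel) and flower (lower panel), with genes higher than control drawn upward and genes lower than control drawn downward. Leaf counts ran from 1095 (low phosphate) to 20095 (salinity and acidity), and flower counts from 633 (salinity and low phosphate) to 10210 (cadmium).

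In leaves, all 6 pairs of stresses changed more genes, as deposited, than any of the 4 single stresses of the factorial. The pairs ranged from 13165 genes for acidity with low phosphate to 20095 for salinity with acidity, the most of any leaf comparison, of which 7485 changed by at least 2-fold on the log2(FPKM + 1) scale. Triples ranged from 12840 genes for salinity, water deficit and low phosphate to 16452 for acidity, water deficit and low phosphate. The 4-stress combination changed 16524 genes, 8034 higher and 8490 lower, and the 5-stress combination changed 17290, 9923 higher and 7367 lower. The share of higher genes depended on the scaling of the libraries. In the triple of acidity, water deficit and low phosphate, 25.2% of the called genes were higher as deposited, and 54.7% after each library was scaled to the median ratio. With that scaling the pair of water deficit and low phosphate had 11269 genes, fewer than the 11318 of salinity alone. The other pairs still had more.

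In flowers, pairs ranged from 633 genes for salinity with low phosphate to 7103 for acidity with water deficit, and triples from 2662 to 3804. The 4-stress combination, with n = 2, changed 1176 genes, 766 higher and 410 lower. The 5-stress combination changed 5948 genes, 3846 higher and 2102 lower. More genes were higher than lower in 16 of the 17 flower comparisons as deposited. This direction was also sensitive to scaling, as the share of higher genes under cadmium went from 62.4% to 48.8%.

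Response size was set against the number of stresses to ask whether it grew as stresses were added. In leaves the root mean square log2 difference from control ranged from 0.33 to 0.53 for the 4 single stresses, from 0.55 to 1.05 for the 6 pairs and from 0.64 to 0.71 for the 4 triples, and was 0.80 for the 4-stress combination. Single stresses, pairs and triples averaged 0.41, 0.70 and 0.66 in leaves, so the mean did not rise from pairs to triples. Over the 15 stress treatments of the factorial, Pearson's r with the number of stresses was 0.59 (permutation p = 0.0194, adjusted p = 0.0389 over the 2 tissues) and Spearman's rho was 0.68 (permutation p = 0.0071, adjusted p = 0.0142). Leaving out the 2 treatments farthest from the median number of stresses gave an r between 0.46 (permutation p = 0.115) and 0.57 (permutation p = 0.0374), depending on which of the equally distant treatments was dropped with the 4-stress combination, so the relation partly rested on those treatments. The alternative that moved the leaf r most was leaving out replicate 3, which gave 0.570. All treatments of a tissue share its control libraries. In flowers r was -0.08 (permutation p = 0.792) and rho was -0.08 (permutation p = 0.777), and single stresses, pairs and triples averaged 0.36, 0.34 and 0.35. Without the 2 farthest treatments the flower r lay between -0.16 and 0.03. The labels give no sequencing batch, so the relation was not recomputed within batches. Single control libraries lay 0.41 from the other control library in leaf. In flower they lay from 0.37 to 0.38 from the mean of the other control libraries. These are values of single libraries, while the sizes above are of group means, which average out part of the spread between replicates. They are therefore no background for those sizes. Single treated libraries of the factorial lay from 0.39 to 1.11 from the mean of all control libraries in leaf and from 0.37 to 0.61 in flower.

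**Figure D2:**
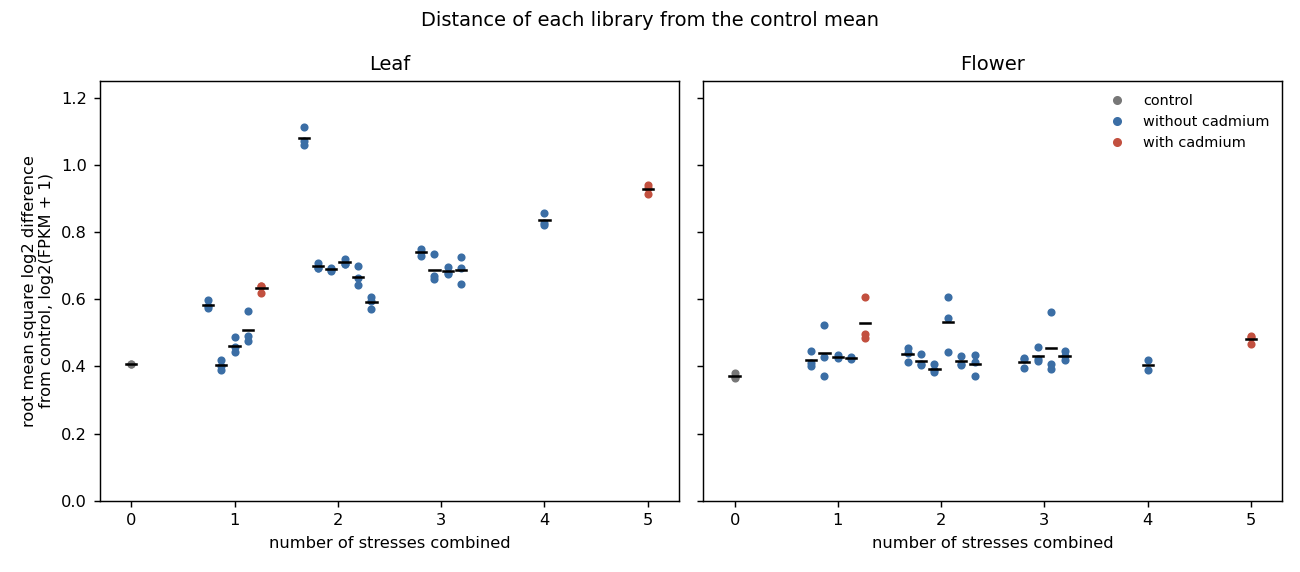
Root mean square log2 difference of each library from the control mean on the log2(FPKM + 1) scale, against the number of stresses combined, in leaf (left) and flower (right). Points are libraries, black bars are group means, and each control library is compared with the other control libraries of its tissue. Leaf controls lie at 0.41 and flower controls from 0.37 to 0.38, and the salinity and acidity pair is the highest leaf group.

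Main effects in the factorial ask what a stress changed on average over the 8 backgrounds of the other stresses. In leaves salinity changed 20281 genes, acidity 17725, water deficit 14350 and low phosphate 9398. Few of these average changes were large, with 913 of the salinity calls and 25 of the low phosphate calls reaching 2-fold. In flowers water deficit had the most calls (7049), followed by acidity (4286), low phosphate (1431) and salinity (1346). Of the flower calls, 33 for water deficit and 2 for salinity reached 2-fold. The alternative that moved these counts most was leaving out replicate 2 of every group, which gave 144 flower genes for salinity and 144 for low phosphate.

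Pairwise interactions ask whether the effect of a stress differed with a second one present. In leaves the salinity by acidity interaction had 15437 genes, 7691 positive and 7746 negative. The others had 11148 genes for water deficit by low phosphate, 10913 for salinity by water deficit, 10458 for acidity by low phosphate, 8827 for salinity by low phosphate and 1740 for acidity by water deficit. In flowers the acidity by water deficit interaction had the most calls (2568, of which 1742 were negative). It was followed by salinity by water deficit with 1078, water deficit by low phosphate with 539, salinity by low phosphate with 479, salinity by acidity with 425 and acidity by low phosphate with 348. Without replicate 2 of every group, the flower interactions other than acidity by water deficit had between 19 and 41 genes.

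The 4-stress combination was compared with the sum of the 4 single-stress effects to test additivity on the log2 scale. In leaves 4739 genes departed from the sum. In flowers 1597 genes departed. Counting the averaged columns as libraries raised the flower count to 2617. In flowers 5857 genes had an unadjusted p under 0.05 in that contrast. Of the 16524 leaf genes changed in the 4-stress combination, 5142 (31.1%) were called in none of the single stresses, and 30 were called in the same direction in all 4. Of the 1176 flower genes, 315 (26.8%) were called in none and 33 in the same direction in all 4. A gene called in one comparison and not in another is not shown to differ between them. Across all 15 stress treatments of the factorial, 18 leaf genes and 10 flower genes were called in the same direction every time. The comparisons of a tissue share its control libraries, which by itself favours the same direction.

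Cadmium was compared on top of the 4 stresses and alone. The 5-stress and 4-stress combinations differed in 14776 leaf genes, 8025 higher and 6751 lower with cadmium, and in 170 flower genes, of which 102 were higher. In flowers 4264 genes had an unadjusted p under 0.05 in that comparison, and the count of 170 became 1415 when replicate 1 was left out. The effect of cadmium on top of 4 stresses differed from its effect alone in 16020 leaf genes and 1277 flower genes. Among leaf genes called in both cadmium comparisons, 6579 changed in opposite directions and 2128 in the same direction. In flowers 20 such genes changed in opposite directions and 95 in the same direction. Scaling to the median ratio moved the share of higher genes in leaf from 38.2% to 52.1% for cadmium alone and from 54.3% to 43.3% for 5 against 4 stresses. Of the leaf genes called in both after scaling, 5979 changed in opposite directions and 1968 in the same direction, and in flowers 33 and 127. The 4-stress and 5-stress combinations shared 11603 leaf genes changed the same way against control and 720 changed in opposite ways. In flowers they shared 974 and 5. Both combinations were compared with the same control libraries, which by itself favours the same direction. No count expected from this was computed.

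Effects in leaf and flower were compared for the 27337 genes tested in both tissues. The difference between the tissues' main effects was called for 15825 genes for salinity (57.9%), 13456 for acidity, 9947 for water deficit and 4931 for low phosphate, the last of which was 1267 without replicate 2 of every group. Of the genes called for salinity, 96.9% had the larger change in leaf. The response to cadmium against control differed in 12923 genes and that to the 5-stress combination in 12929. Across genes, the leaf and flower changes correlated with an r of 0.11 for the 4-stress combination, 0.22 for the 5-stress combination and -0.03 for cadmium. For cadmium, 4634 genes were called in both tissues, of which 1542 (33.3%) changed in the same direction, and 3961 would be called in both if the calls were independent. With each library scaled to the median ratio, 4304 genes were called in both, of which 1598 (37.1%) changed in the same direction, and the median difference between the tissues moved by 0.16 on the log2 scale. For the 5-stress combination, 3451 genes were called in both, of which 2659 (77.1%) changed in the same direction.

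The genes named by the rule were, in leaf, GLYMA_19G046800 and GLYMA_07G243700 among the rises in the 4-stress combination and GLYMA_05G090800 and ENSRNA050003666 among the falls. GLYMA_07G243700 was 93.2 ± 11.7 FPKM (SD, n = 3) in the 4-stress combination and listed at 0 and 0.297 FPKM in the 2 control libraries, a log2 change of 6.36 (SE 0.24, limma adjusted p = 4.89e-24). It was at or under 1.21 FPKM in each library of the single stresses and of cadmium, and at 254, 331 and 249 FPKM in the salinity and acidity pair. In the 5-stress combination it was 162 ± 6.13 FPKM (SD, n = 3). In flowers it was 1.89 ± 0.179 FPKM (SD, n = 2) under 4 stresses and 3.56 ± 0.571 FPKM (SD, n = 3) in control, a log2 change of -0.65 that was not called (limma adjusted p = 0.614).

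The other 3 named leaf features switched between 0 and high values inside groups. GLYMA_19G046800 was listed at 0 in both control libraries and at 24309, 21617 and 25298 FPKM in the 4-stress libraries, but it was also at 0 in 27 of the 53 leaf libraries, and 6 groups held both libraries at 0 and libraries above 10000 FPKM, while 7 groups were at 0 and 5 above 0 in every library. GLYMA_05G090800 was at 184 and 78.1 FPKM in the control libraries and listed at 0 in the 3 libraries of the 4-stress combination. ENSRNA050003666 was at 20.1 and 36.5 FPKM in the control libraries, listed at 0 in 4-stress replicates 2 and 3, and at 1.84e-05 FPKM in replicate 1.

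In flowers the named features were ENSRNA050000765 and GLYMA_12G204800 among the rises and GLYMA_15G271600 and GLYMA_15G271000 among the falls. The rises were listed at 0 in all 3 control libraries. ENSRNA050000765 was at 76.6 and 36.6 FPKM and GLYMA_12G204800 at 21.6 and 62.1 FPKM in the 2 libraries of the 4-stress combination, and both were listed at 0 in all 3 libraries of the 5-stress combination. Both switched between 0 and high values inside other groups, so the rises were not specific to 4 stresses. ENSRNA050000765 was at 0, 15.8 and 0 FPKM under salinity, and GLYMA_12G204800 at 0, 0 and 51.5 FPKM in the acidity and water deficit pair. GLYMA_15G271000 was 16.6 ± 1.24 FPKM (SD, n = 3) in control and 2.35 ± 0.519 FPKM (SD, n = 2) in the 4-stress combination, a log2 change of -2.40 (SE 0.24, limma adjusted p = 5.05e-08), and in the 5-stress combination it was 2.85 ± 0.153 FPKM (SD, n = 3). This fall was not specific to 4 stresses. Applied alone, salinity (mean 3.13 FPKM, n = 3), acidity (4.43, n = 2), water deficit (4.14, n = 2) and cadmium (4.46, n = 3) also had it called lower. Low phosphate alone (12.7 FPKM, n = 3) did not. GLYMA_15G271600 was 31.2 ± 11.3 FPKM (SD, n = 3) in control and 4.10 ± 0.999 FPKM (SD, n = 2) in the 4-stress combination, a log2 change of -2.61 (SE 0.59, limma adjusted p = 0.00627).

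**Figure D3:**
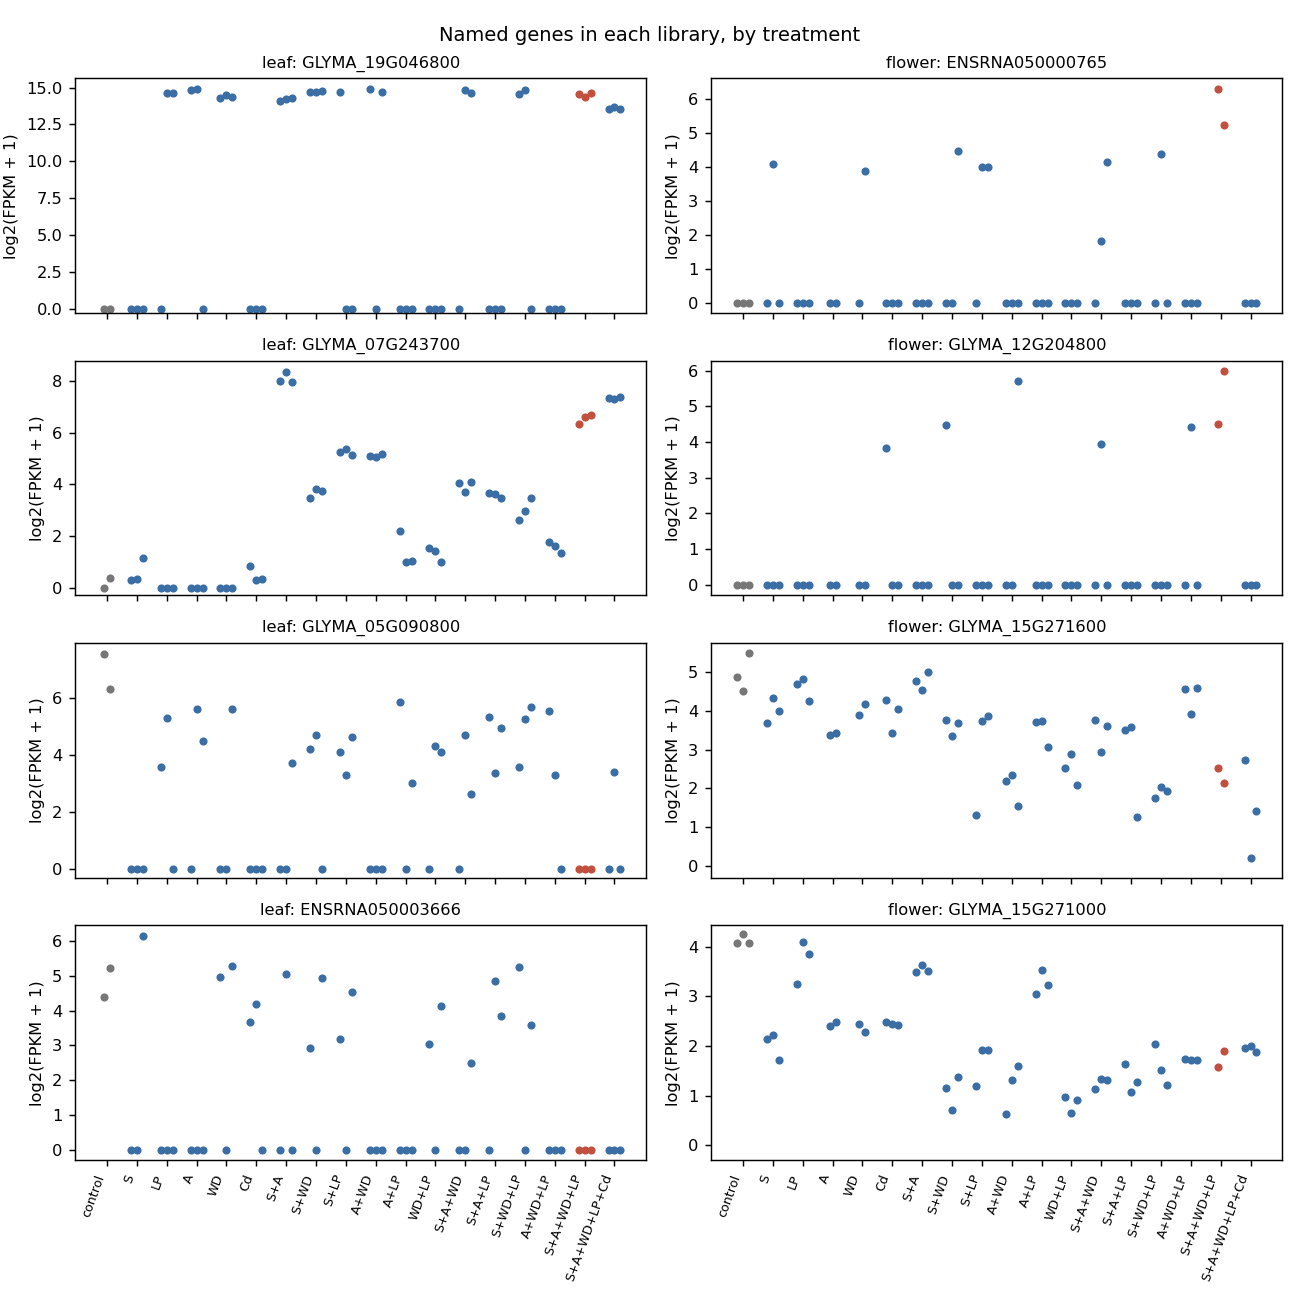
Each library's log2(FPKM + 1) of the 4 named leaf features (left column) and the 4 named flower features (right column), by treatment, with 1 point per library, control in grey and the 4-stress combination in red. GLYMA_19G046800 is either at 0 or above 10000 FPKM in each leaf library, while GLYMA_15G271000 is at 16.6 FPKM on average in flower controls and 2.35 in the 4-stress combination.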

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

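The counts of other splits, the scaling tests and the tests by expression level in this part were set out before their results were seen, and the shuffles of treatment labels and the test of the cadmium directions were chosen after. Differences between the leaf and flower effects of the same treatment were tested directly in a model over both tissues, and 6 such results stood out because the tissues differed.

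The salinity main effect differed between the tissues in 15825 genes, and 1 of the 100 splits, the real one, gave as many. The largest other split gave 11704. In each of the other splits, the differences of same-numbered pairs were exchanged at random between the tissues. The corresponding counts were 13456 genes for acidity (1 of 100 splits, the largest other 7879), 9947 for water deficit (1 of 100 splits, the largest other 7633) and 4931 for low phosphate, for which 4 of the 100 splits gave as many and the largest other split gave 5805. The cadmium response differed in 12923 genes and the 5-stress response in 12929. Both rest on the leaf control with n = 2, so other splits were not counted for them.

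Library scaling was tested as a technical explanation. With each library scaled to the median ratio of its tissue, 15963 genes differed for salinity, 13503 for acidity, 8935 for water deficit, 3665 for low phosphate, 11620 for cadmium and 12810 for the 5-stress combination, in each case more than 0.5 of the count as deposited. The direction was less stable than the count. The share of differing genes with the greater effect in leaf went from 28.0% to 64.3% for low phosphate, from 31.7% to 55.8% for water deficit and from 34.3% to 51.3% for cadmium. Among genes called for cadmium in both tissues, 33.3% changed in the same direction as deposited and 37.1% after scaling, so scaling did not turn the opposite directions into a majority of shared ones. Noise of low-expressed genes was tested as a second explanation. Among the 8088 genes with a mean of at least 10 FPKM in both tissues, 68.5% differed for salinity, 61.9% for acidity, 39.6% for water deficit, 26.0% for low phosphate, 57.3% for cadmium and 56.5% for the 5-stress combination. The share among the other genes (from 14.7% to 53.4%) is no fair comparison, since the log2(FPKM + 1) scale understates their changes.

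Scaling did not remove the differences, and they were also present among the genes of at least 10 FPKM. For genes of lower expression, they cannot be told apart from noise by this test. Another explanation was that the libraries of a group share something other than the treatment, for which the labels name no batch. It was weighed by shuffling the treatment labels of the 16 groups, alike in both tissues, and taking the share of a main effect in the sum of squares of the leaf minus flower group means, where 6.67% is expected. This test counts each group once, and interactions between stresses count against the main effect in it. The share was 19.8% for salinity (permutation p = 0.0055, adjusted p = 0.022 over 4 tests, 10000 shuffles). It was 10.9% for acidity (permutation p = 0.0959, adjusted p = 0.192), 7.87% for water deficit (permutation p = 0.242, adjusted p = 0.323) and 5.69% for low phosphate (permutation p = 0.517, adjusted p = 0.517). For these 3 stresses the difference between the tissues cannot be told apart from arbitrary differences between the groups. The cadmium and 5-stress differences rest on single groups against control, and this explanation was not tested for them. It is a hypothesis that genes of at least 10 FPKM may respond differently to salinity in the tissues, for which the shuffles gave a permutation p of 0.0055 over all genes and 68.5% of the genes at or above 10 FPKM in both differed.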

How the results depend on the processing

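Alternatives other than those named as added in the processing were chosen before the data were examined, and counts were compared by whether they lay within 1.5 times of the count as reported. A pseudocount of 0.1, no filter on low values, median-ratio scaling, the replicate block and leaving out switching features kept all 66 counts within that range. The keyword gene sets were not run. Same-numbered libraries showed no sign of pairing. The deviations of same-numbered libraries from their group means correlated at -0.0033 in leaf and -0.00096 in flower. With the replicate block, the salinity main effect had 20243 leaf genes in place of 20281 and 1371 flower genes in place of 1346, and the counts lay between 0.931 and 1.22 times those without the block.

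Counting the averaged columns as libraries raised 15 counts beyond 1.5 times. In leaf the count became 5249 for acidity (3499 without them). In flower it became 2030 for low phosphate (1132 without them), 3959 for acidity (2259 without them), 4927 for water deficit (2691 without them), 2622 for 4 stresses (1176 without them), 2240 for salinity main effect (1346 without them), 2364 for low phosphate main effect (1431 without them), 956 for salinity by acidity (425 without them), 1830 for salinity by water deficit (1078 without them), 1011 for salinity by low phosphate (479 without them), 1164 for acidity by low phosphate (348 without them), 1330 for water deficit by low phosphate (539 without them), 2617 for 4 stresses against the sum (1597 without them), 1080 for 5 against 4 stresses (170 without them) and 2251 for cadmium on top against alone (1277 without them). No count fell. An averaged column adds a library but no spread of its own, which by itself lowers the estimated spread and error. Whether this accounts for the whole rise was not tested.

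Fitting only the 2 groups compared lowered 8 of 34 counts beyond 1.5 times and raised none that far. The counts lay between 0.013 and 1.30 times those in the fit of all groups. In leaf it left 475 genes for low phosphate (1095 in the fit of all groups), 597 genes for acidity (3499 in the fit of all groups), 1114 genes for water deficit (6905 in the fit of all groups) and 10749 genes for acidity + water deficit + low phosphate (16452 in the fit of all groups). In flower it left 15 genes for low phosphate (1132 in the fit of all groups), 1455 genes for acidity + water deficit (7103 in the fit of all groups), 1289 genes for salinity + water deficit + low phosphate (3804 in the fit of all groups) and 2179 genes for 5 stresses (5948 in the fit of all groups). The cause was not tested.

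Leaving out 1 replicate at a time moved 32 of 66 counts beyond 1.5 times in at least 1 fit. Of the 226 counts of these fits, 74 moved that far, 72 downward and 2 upward. Each of these fits had fewer libraries than the fit reported. The leaf counts ranged from 4562 to 7770 for water deficit, from 5769 to 6299 for low phosphate main effect, from 6829 to 8140 for salinity by water deficit, from 5767 to 6662 for salinity by low phosphate, from 347 to 1595 for acidity by water deficit and from 6755 to 7867 for acidity by low phosphate. The flower counts ranged from 969 to 1130 for salinity, from 86 to 3395 for low phosphate, from 1036 to 1162 for salinity + water deficit, from 359 to 449 for salinity + low phosphate, from 4541 to 8841 for acidity + water deficit, from 1161 to 1752 for acidity + low phosphate, from 1154 to 1427 for water deficit + low phosphate, from 1703 to 1972 for salinity + acidity + water deficit, from 1893 to 2412 for salinity + acidity + low phosphate, from 1655 to 4341 for salinity + water deficit + low phosphate, from 2273 to 2560 for acidity + water deficit + low phosphate, from 3768 to 7114 for 5 stresses, from 773 to 873 for 4 stresses, from 144 to 983 for salinity main effect, from 1337 to 3364 for acidity main effect, from 3479 to 6387 for water deficit main effect, from 144 to 810 for low phosphate main effect, from 29 to 398 for salinity by acidity, from 40 to 747 for salinity by water deficit, from 41 to 254 for salinity by low phosphate, from 705 to 2504 for acidity by water deficit, from 19 to 93 for acidity by low phosphate and from 19 to 276 for water deficit by low phosphate. With replicate 1 left out there were 1415 genes for 5 against 4 stresses. The leaf against flower counts ranged from 6464 to 7495 for water deficit main effect and from 1267 to 3245 for low phosphate main effect. No fit was made where it would leave 1 library in a group of a comparison, which covers the leaf control libraries and the flower acidity, water deficit and 4-stress libraries. Main effects and interactions, which average over groups, were fitted without each replicate number. The cause was not tested.

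Scaling moved the split between higher and lower calls by more than 10 percentage points in 29 of 66 results, 16 in leaf, 10 in flower and 3 between the tissues. The split also moved that far in 12 of 226 counts with replicates left out. It did so in 2 of 34 fits of only 2 groups and in 1 of 66 counts with no filter on low values. In leaf, as deposited and scaled, the percent higher was 41.9 and 53.6 for salinity, 53.2 and 67.8 for acidity, 24.4 and 47.8 for water deficit, 38.2 and 52.1 for cadmium, 28.1 and 58.8 for water deficit + low phosphate, 39.4 and 52.3 for salinity + acidity + low phosphate, 25.2 and 54.7 for acidity + water deficit + low phosphate, 33.03 and 56.9 for water deficit main effect, 26.1 and 57.7 for low phosphate main effect, 69.9 and 43.1 for salinity by water deficit, 75.4 and 44.2 for salinity by low phosphate, 22.96 and 49.8 for acidity by low phosphate, 46.3 and 56.6 for water deficit by low phosphate, 77.7 and 54.01 for 4 stresses against the sum, 54.3 and 43.3 for 5 against 4 stresses and 59.4 and 45.04 for cadmium on top against alone. In flower it was 66.96 and 46.2 for low phosphate, 62.4 and 48.8 for cadmium, 64.97 and 54.4 for salinity + acidity, 61.8 and 47.8 for acidity + water deficit, 62.8 and 52.5 for salinity + acidity + low phosphate, 61.3 and 44.9 for salinity + water deficit + low phosphate, 64.7 and 50.4 for 5 stresses, 49.1 and 59.6 for acidity by low phosphate, 31.1 and 43.6 for 4 stresses against the sum and 60 and 44.2 for 5 against 4 stresses. For the differences between the tissues the percent greater in leaf was 31.7 and 55.8 for water deficit main effect, 27.99 and 64.3 for low phosphate main effect and 34.3 and 51.3 for cadmium. Scaling moved the median gene by more than 0.1 on the log2 scale in 6 results, the first 5 in leaf, by 0.19 for water deficit + low phosphate, 0.11 for salinity + acidity + low phosphate, 0.24 for acidity + water deficit + low phosphate, -0.23 for 4 stresses against the sum, -0.17 for cadmium on top against alone and 0.16 for cadmium between the tissues. The cause of these shifts was not tested.

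The leaf relation of response size with the number of stresses kept an r between 0.57 and 0.61 in 8 alternatives, with permutation p from 0.0151 to 0.0254, and the flower relation an r between -0.19 and -0.03 with permutation p from 0.496 to 0.914. All 8 named genes kept their sign and an adjusted p under 0.05 in limma in each of the 9 or 10 alternatives run for them, the highest being 0.0465 for GLYMA_12G204800 in flower, but 5 of them met the definition of the features left out as switching and had no value there. GLYMA_07G243700 met it without a library at 0 and a library of at least 10 FPKM in the same group, and ENSRNA050003666 in leaf did not meet it. The relative depth of the libraries and not their absolute depth is known, so a gene listed at 0 is not shown to be absent.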

Other observations

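The tests of the averaged columns, of the switching feature across groups and of the placement of its zeros, of the depth of the flower library with the most zeros, of the main effects' share and of the share of FPKM on ENSRNA features in flowers were chosen after their patterns had been seen. The others were set out before their results.

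In 4 columns of the tables the values equalled the mean of the other columns of the group. Chance agreement was tested in the 104 other columns, of which none equalled such a mean at more than 0.426% of genes. The 4 columns carry no spread of their own, and counting them as libraries raised 15 of 66 counts beyond 1.5 times, up to 6.35 times. No biological explanation was tested.

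GLYMA_19G046800 was listed at 0 in 27 leaf libraries and lay between 11938 and 30211 FPKM in the other 26. The treatments alone do not account for this, since 6 groups held both. The zeros were still not spread at random, as 7 groups were at 0 in every library and 5 were above 0 in every library. In 10000 random placements of the zeros the median number of such uniform groups was 4, against 12 of 18 groups (permutation p = 1e-04, the smallest these placements can give). An influence of the treatment, or of something else shared by a group, is therefore not excluded. Another explanation was that its reads were assigned to the feature with the neighbouring ID, GLYMA_19G046600, which would then be higher where GLYMA_19G046800 was at 0. Within the 6 groups it was instead lower there by an average difference of -8497 FPKM (two-sided exact permutation p = 0.0302 over 729 arrangements), and it was higher in 2 of the 6. GLYMA_19G046600 was itself listed at 0 in 10 leaf libraries. A failure of the FPKM estimate at features of very high coverage remains a candidate explanation and was not tested. Of the 466 leaf and 622 flower features at 0 in some library with a median of at least 10 FPKM in the others above 0, 449 and 620 had a library at 0 and a library of at least 10 FPKM inside 1 group. Features of the ENSRNA form made up 26.8% and 32.3% of them. Leaving them out kept all 66 counts of genes within 1.5 times.

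Flower acidity + water deficit replicate 1 had 18474 features listed at 0, against at most 15879 in any other flower library, that highest one being replicate 3 of the same group. Lower depth was tested and was not the explanation, since its relative depth was 1.00, with 26 flower libraries below it. Without this library the acidity and water deficit pair had 4541 genes against control, compared with 7103. No other explanation was tested.

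As a test of whether the stresses act alike over their backgrounds, the share of the sum of squares between the 16 treatments taken by the 4 main effects was compared with that under shuffled treatment labels, where 26.7% is expected. In leaf it was 50.97% (permutation p = 0.0027, 10000 shuffles), with 26.2% for interactions of 2 stresses and 10.1% for the interaction of all 4. In flower it was 30.9% (permutation p = 0.0526), and 62.5% of the sum of squares between flower treatments was of the size expected from the spread between replicates, against 17.5% in leaf. In flower the pooled share of the 4 main effects therefore could not be told apart from that of 16 arbitrarily arranged group means. This test counts each group once and not each library. The share of each stress was not tested separately, so the test does not decide whether the flower main effect of any single stress, such as water deficit, stands out.

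The 2 leaf treatments closest to each other, salinity with low phosphate and acidity with water deficit, share no stress. Their group means differed by a root mean square of 0.27 on the log2 scale. An exchange of group labels was weighed by swapping the labels of each of the 120 pairs of treatments. The share of the main effects rose in 22 swaps, to 55.2% at most for swaps involving these treatments, and 1 swap of other treatments raised it as much, to 56.0%. This test cannot tell an exchange of labels from similar responses, and the labels were used as given.

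Differences between libraries of a group were summarised by their largest axis, which held 8.05% of the variance within groups in leaf and 9.74% in flower. Among 4 relations tested on deviations from the group means, relative depth did not track this axis in leaf (r = 0.0597, rho = 0.00, permutation p = 0.726 and 0.979) or in flower (r = -0.0325, rho = 0.03, permutation p = 0.858 and 0.841). The share of FPKM on ENSRNA features did not track it in leaf (r = 0.0981, rho = -0.13, permutation p = 0.660 and 0.482). In flower it did (r = -0.463, permutation p = 0.00323, adjusted p = 0.0129; rho = -0.57, permutation p = 0.00026, adjusted p = 0.00104), with r = -0.49 after the 2 libraries farthest from the median were left out. These are relations over 51 flower and 53 leaf libraries. A candidate explanation for this flower axis is variation in the RNA fractions captured between libraries, with r = -0.463, and a difference in the tissue sampled cannot be told apart from it. The axis was computed over all tested features, of which 366 in flower had the ENSRNA form. Part of the relation can therefore be built in, and the axis was not recomputed without these features.

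Other splits of the libraries were counted for the results of 3 or more libraries per arm, and these tests were set out before their results. For the 14 flower comparisons with control in which both groups had 3 libraries, and for 5 against 4 stresses in leaf, 1 of the 4 splits that part every same-numbered pair, the real one, gave as many genes. With 4 splits no share under 0.05 is possible. The largest other split gave 572 genes, for the 5-stress combination in flower. The remaining splits of 3 against 3 part fewer same-numbered pairs and were not used. For main effects, in which same-numbered libraries differing only in that stress were exchanged, 1 of 100 splits gave as many genes for each of the 4 leaf effects and for acidity and water deficit in flower, 2 of 100 for salinity in flower and 4 of 100 for low phosphate in flower. Exchanges also raise the spread within groups, which lowers the other counts. Some exchanges gave large counts. In leaf the largest were 15019 genes for salinity (20281 as labelled), 13703 for acidity (17725), 8471 for water deficit (14350) and 8927 for low phosphate (9398). In flower they were 2063 for salinity (1346), 1199 for acidity (4286), 1482 for water deficit (7049) and 2220 for low phosphate (1431). For the 12 interactions, in which residuals were reshuffled, 1 of 100 splits, the real one, gave as many genes. The largest other counts were 6700 for salinity by acidity and 6076 for salinity by water deficit, both in leaf, and 578 or fewer for the others. The residuals still held the interaction itself, so reshuffling them also raised the spread within groups, which lowers the other counts. Treatment labels were not shuffled for the interactions, so arbitrary differences between the groups are not excluded for them.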
